A study of Mus musculus with 12 samples. Its data were reported in "Transcriptional and epigenetic decoding of the microglial aging process" (2023).

How the data were processed

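The samples were 12 ATAC-seq libraries of microglia from the brains of female mice, 2 per group of age (3, 14 or 24 months) and treatment (LPS or PBS). Groups, ages and replicate numbers were taken from the sample titles. According to the study's methods, microglia of 2 to 3 mice were pooled for each library, so libraries of a group are separate pools and not single mice. The same methods describe live microglia sorted by flow cytometry, whereas the labels' extraction protocol also describes nuclei released from frozen tissue, and these files do not settle which applies. The sources also give different intervals between injection and collection, so no interval is given here.

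The authors trimmed paired-end reads with Cutadapt 2.8 and aligned them to the mouse genome mm10 with Bowtie2 2.4.1. Duplicates were removed with SAMtools, mitochondrial reads and reads in blacklisted regions were filtered, and peaks were called with Genrich, per library and not on pooled reads. The versions of SAMtools and Genrich, and whether the ends of the reads were shifted for the transposase, are not given in the sources used here. The submitters' processing notes list these tools too, and name DESeq2, HOMER, ChIPseeker 1.22.1 and deepTools 3.5.1 for later steps that were not used here. The deposited lists give 10 columns per peak. In the column used here as the peak area, a score, the authors' caller summed significance over the length of a peak, without normalization between libraries. In the column of summit significance, the deposited values are −log10 p against the background of the same library, not adjusted for multiple tests. The scores are the authors' own and were used only to rank or describe peaks within a list, as percentiles, or to filter them. The lists hold no read counts, so depth is unknown, and a longer list may reflect deeper sequencing or a better signal as well as more open chromatin. A region that is not called may still be open below the threshold. For the same reason no count-based test of accessibility, such as the one the study used, could be run, and the counts of gained and lost regions here are counts of presence calls.

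Peak ends were compared with the chromosome lengths of the GRCm38 reference, and no peak lay past the end of a chromosome. Peaks on chromosomes 1 to 19, X and Y were kept (29 to 40 peaks per list on other contigs were left out). Peaks of the 12 lists that shared at least 1 bp were merged into 48244 regions with a median width of 436 bp, and a region was called in a library if it shared at least 1 bp with a peak of that library. Each region was assigned to the gene with the nearest TSS in the GENCODE basic annotation of the same build. It was classed by its distance to that TSS (promoter: within 1 kb), and otherwise by the feature at the summit. Coordinates are on mm10, counted from 1.

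Regions called in 5 to 7 libraries (4793 regions) were tested for a difference between the 6 LPS and the 6 PBS libraries with a two-sided Fisher's exact test and the Benjamini-Hochberg adjustment at 0.05. Regions in fewer or more libraries were left out because they cannot reach an unadjusted p under 0.05. Within an age, and between ages within a treatment, regions called in both libraries of one group and in neither of the other were counted as gained or lost, and the counts were compared with those of the other splits of the same 4 libraries. Peak numbers, Jaccard dissimilarity and the share of list genes with a promoter peak were tested by exact permutation of labels within ages or within treatments. The shares of promoters, motifs and gene lists in a set were compared by Fisher's exact test with background regions that could have been called, which were tested regions not called for the 12-library sets and regions called in 2 of the same 4 libraries in another arrangement for the others. These tests, and those of overlaps, treat regions as independent, and their p-values describe these libraries rather than the spread between mice. Motifs were 16 consensus sequences matched on both strands within 150 bp of the summit.

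The 22 gene lists were fixed from general knowledge, except the last 4, which are the study's own: homeostatic microglia, inflammatory NF-κB targets, interferon response, antigen presentation, disease-associated microglia, immediate early genes, Toll-like receptor 4 signalling, myeloid transcription factors, phagocytosis and lysosomes, lipid handling, iron handling, markers of granulocytes, monocytes and macrophages, lymphocytes, astrocytes, oligodendrocytes, neurons and endothelial cells, the genes the study found to rise (P-ADEM) or fall (N-ADEM) with age in female microglia (without Gas6 and Fth1, which are placed in different directions within the study, so that each list is 1 gene short), and the genes whose RNA it found raised or lowered by LPS at 14 and 24 months. The tests, the alternatives, the lists, the motifs and the rule for named genes were fixed before the data were examined. The rule took the 12 gained and 8 lost regions with the highest mean percentile of peak area, with 1 region per nearest gene, up to 4 genes per list by the same ranking, a fixed choice of the genes displayed by the study, the 10 gained and 5 lost regions with the highest percentile that changed with age in both treatments, and Xist with chromosome Y. Regions whose nearest annotation has a clone name were left unnamed.

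The steps were tested on simulated data. With 200 of 48244 regions changed between treatments, 0% were called, because the discrete p-values leave the smallest p above the adjusted threshold. With 500 and 1000 changed regions, sizes added after that result, 100% were called where the regions were in all LPS and no PBS libraries. At detection rates of 0.95 and 0.05, 56.0 and 54.5% of the changed regions were called. There were 1 to 6 false calls, and 0 calls with no region changed. A small response would therefore not be called.

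The alternatives were a floor on the summit −log10 p that is 1 above the lowest in any list (3.61 in place of 2.61), lists of equal length (the 28618 peaks of largest area in each), regions made from summits within 150 bp of each other, calls that needed 50% of a region to be covered, no filter on tested regions, the replicate number as a block, promoters within 3 kb, assignment to gene bodies, GC-stratified motif tests, and leaving out each library in turn. Chosen after seeing the data were the omission of the second 14-month and second 24-month LPS libraries together, a background of variable regions for the overlaps, the slope of the lists' promoters within each treatment, with lists as deposited and of equal length, and the alternatives for the AP-1, STAT, C/EBP and PU.1 motifs and the homeostatic list. Where a setting called fewer than 50 regions, regions at an unadjusted p under 0.05 were used for the motif, list and promoter tests. Scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0, matplotlib 3.10.9, samtools 1.23.1 and bedtools 2.31.1.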

Results

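ATAC-seq maps open chromatin through the insertion of sequencing adapters by the Tn5 transposase into DNA that is not packed away. The assay was run on microglia, the resident macrophages of the brain, from female mice aged 3 months (young), 14 months (middle-aged) and 24 months (aged). The mice had received an intraperitoneal injection of lipopolysaccharide (LPS), a bacterial membrane component sensed by Toll-like receptor 4, or of phosphate-buffered saline (PBS) as the vehicle control. Each of the 6 groups held 2 libraries, 12 in all, and each library was made from the pooled cells of 2 to 3 mice, so that the spread within a group is the spread between pools. The design asks how the chromatin of microglia changes with age, how it responds to a systemic inflammatory challenge, and whether both changes touch the same places.

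The peak lists held 28618 to 41532 peaks per library and covered 12.04 to 21.2 Mb. Between 32.4 and 39.8% of the peaks of a library lay within 1 kb of an annotated transcription start site (TSS). The read depth of the libraries is unknown, because the lists carry no read counts, and no counting interval can be given. No list held a peak on chromosome Y, and 2 regions nearest to Xist, the noncoding RNA that silences an X chromosome in female cells, were called in all 12 libraries. Merging the peaks of all lists gave 48244 regions, of which 24198 (50.2%) were called in all 12 libraries and 3914 in 1 library.

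The number of peaks showed no difference past the threshold between treatments or along age. PBS microglia had 36917 ± 1901 peaks at 3 months, 38263 ± 3268 at 14 months and 40314 ± 1723 at 24 months (SD, n = 2 each). LPS microglia had 39017 ± 633, 32677 ± 5740 and 36181 ± 1432 peaks at the same ages (SD, n = 2 each). Both LPS lists were longer than both PBS lists at 3 months and shorter than both at 24 months. Over all ages LPS lists differed from PBS lists by -2540 peaks, which was within the spread of the libraries (exact permutation test within ages, two-sided p = 0.241). The slope on age over both treatments was 9.36 peaks per month (exact permutation test within treatments, two-sided p = 0.943, 8100 arrangements), and it turned negative without the first 3-month PBS library (-39.1), the second 24-month LPS library (-9.35) or the second 24-month PBS library (-38.9). From 3 to 24 months PBS lists differed by 3397 peaks and LPS lists by -2836 peaks, a contrast of 6233 peaks (exact permutation test, p = 0.0556, 36 arrangements). This p is the smallest that the arrangements allow, so the test could not pass the threshold and does not decide whether the contrast is real.

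**Figure D1:**
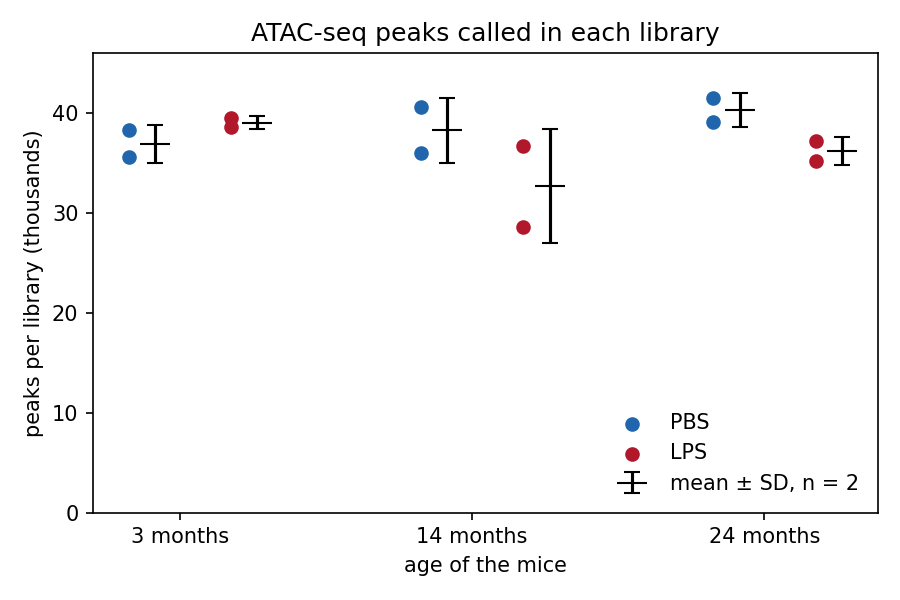
Number of peaks in each library (vertical axis, from 0, in units of 1000 peaks) by age of the mice, with a point per library, PBS in blue and LPS in red, and bars for the mean ± SD of the 2 libraries of a group. The shortest list, with 28618 peaks, is the second 14-month LPS library, and the ranges of PBS and LPS libraries overlap.

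Libraries separated by treatment, while a separation by age was not resolved with all 12 of them. The Jaccard index, the number of regions shared by a pair of libraries over the number called in either, averaged 0.834 between libraries of the same group, 0.816 between ages within a treatment and 0.768 between treatments at the same age. Treatment accounted for 31.9% of the squared Jaccard dissimilarity (exact permutation test within ages, p = 0.00926, the smallest p it allows) and age for 16.9% (exact permutation test within treatments, p = 0.162). The age share was past the threshold without the second 14-month PBS library (22.0%, exact permutation p = 0.0444). A pair of LPS libraries stood apart. The second 24-month LPS library shared more with PBS lists (mean Jaccard index 0.829) than with the other LPS lists (0.799), and the second 14-month LPS library, with the shortest list, shared less with both (0.733 with LPS and 0.665 with PBS). The former gap rests largely on the pair of these libraries, with an index of 0.705. With the remaining LPS lists the second 24-month LPS library had 0.792 to 0.849, against 0.812 to 0.842 with PBS lists. Without the second 14-month and second 24-month LPS libraries, a setting chosen after seeing the data, treatment accounted for 40.2% (exact permutation p = 0.0185) and age for 21.6% (p = 0.0241).

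After LPS, regions near several genes of resting microglia were no longer called, and regions in other places appeared. Of 4793 regions called in 5 to 7 libraries, 128 were gained, called in all 6 LPS libraries and no PBS library, and 132 were lost, called in all 6 PBS libraries and no LPS library (Fisher's exact test per region, p = 0.00216, adjusted p = 0.0399 for each). The lost region with the highest peak area lay 23.0 kb from the TSS of Siglech, a lectin used as a marker of microglia, in intergenic sequence of chromosome 7 (55744287 to 55745174), and its area stood at the 62.4 ± 11.9 percentile of its list (SD, n = 6 PBS libraries). A region near Gpr34, a receptor for lysophosphatidylserine that microglia carry at rest, in an intron on chromosome X (13618430 to 13618985), stood at the 62.1 ± 5.26 percentile (SD, n = 6). Another lost region lay 6.16 kb from Rhob, a small GTPase of the cytoskeleton (chromosome 12, 8492651 to 8493853). Lost regions farther from their nearest gene lay 50.3 kb from Glrx3, a glutaredoxin (chromosome 7, 137487919 to 137488713), and 95.5 kb from Lsm6, which binds small nuclear RNA (chromosome 8, 78717043 to 78717700). The lost set also held a region 85.7 kb from Nfkb1, which encodes a subunit of NF-κB, and a region 182 kb from Cdh5, the cadherin of endothelial junctions.

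Some gained regions had regulators of inflammatory signalling as the nearest gene, although the lists of Toll-like receptor 4 signalling, inflammatory NF-κB targets and myeloid transcription factors were not enriched among the 128 (Fisher's exact test, adjusted p = 1.0 each). A region in an intron on chromosome 16 (15948242 to 15948764), 61.0 kb from Cebpd, a transcription factor induced in acute inflammation, stood at the 50.6 ± 16.0 percentile of peak area (SD, n = 6 LPS libraries) and held a STAT and a MAF motif. A region 0.744 kb from the TSS of Mt2, a metal-binding protein of the stress response (chromosome 8, 94171352 to 94171920), stood at the 54.3 ± 22.3 percentile (SD, n = 6) and was a promoter region with an NF-κB motif. A gained region lay 18.9 kb from Map3k8, a kinase that carries Toll-like receptor signals to the MAP kinases (in an exon, chromosome 18, 4333603 to 4334150). Another lay 18.9 kb from Ptpn1, a phosphatase that dampens JAK and STAT signalling (in a first intron, chromosome 2, 167951236 to 167951611, with AP-1 and C/EBP motifs). The region of Smad3, the transducer of TGF-β signals, lay 67.1 kb from its TSS (chromosome 9, 63690597 to 63690848, 11.6 ± 9.89 percentile, SD, n = 6). That of Steap4, a metal reductase, lay 20.2 kb away (in the 3' untranslated region, chromosome 5, 7980623 to 7981017, with AP-1 and STAT motifs). The highest peak areas among gained regions with a protein-coding neighbour belonged to Rnf157, a ubiquitin ligase (chromosome 11, 116377149 to 116377695, 64.5 ± 11.7 percentile, SD, n = 6), and B4galt5, a galactosyltransferase of glycolipid synthesis (chromosome 2, 167358456 to 167359009, 56.3 ± 15.6 percentile, SD, n = 6). Gained regions near Frrs1l, Fabp12, Ldlrad4 and Aig1 stood between the 50.7 and 55.9 percentile, the last of them at a promoter. Further gained regions had unnamed transcripts as the nearest annotation, among them the one with the highest area of all (chromosome 19, 21053503 to 21053971, 68.1 ± 3.91 percentile, SD, n = 6).

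The calls over 12 libraries rest on the smallest p that 6 against 6 libraries allow, since the next p, 0.0152, was not past the adjusted threshold in the lists as deposited. Regions at an unadjusted p under 0.05 numbered 515 gained and 706 lost. At equal list lengths 790 regions were gained and 482 lost, but these counts include incomplete separations. At these lengths, with the second 3-month LPS library set aside, 263 regions were in all other LPS and no PBS libraries and 130 the reverse. Complete separations, the form of the 128 and 132, can be no more than these. Without the filter on tested regions 0 were called by Fisher's exact test, with the same 515 and 706 at an unadjusted p under 0.05. Leaving out the second 24-month LPS library gave 537 gained and 1246 lost regions, among which complete separations of the remaining libraries numbered 297 and 338. Leaving out the second 24-month PBS library gave 233 gained, and leaving out the first 3-month PBS library gave 219 lost. With the second 14-month and second 24-month LPS libraries both left out, no region passed the adjustment by Fisher's exact test, with 357 gained and 1253 lost at an unadjusted p under 0.05.

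By gene list, the loss of open regions touched homeostatic microglial genes. Of 132 lost regions, 4 lay nearest to genes of this list (2 at Gpr34 and 1 each at Siglech and Rhob), 3.03% against 0.353% of tested regions that were not called (Fisher's exact test, adjusted p = 0.0459 over 22 lists). Of 21 tested regions of the list, 4 were lost and 1, near the scavenger receptor Fcrls, was gained over all regions tested, against 9 lost and 3 gained when adjusted over the list alone. The enrichment was not past the threshold without the first 3-month LPS library (adjusted p = 0.204), the second 3-month LPS library (0.0645), the first 14-month LPS library (0.0647), the first 24-month LPS library (0.0632) or the second 24-month PBS library (0.0753), nor with summit regions (0.395) or with calls that needed 50% of a region to be covered (0.342).

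Among gained regions, 7 lay nearest to genes whose RNA is raised by LPS in middle-aged and aged mice, a list taken from the study's RNA data. The share was 5.47% against 1.32% of tested regions that were not called (Fisher's exact test, adjusted p = 0.0486), with Cebpd, B4galt5, Ptpn1 and Atp6v0a1, a subunit of the proton pump, among the genes. Of 67 tested regions of that list, 7 were gained and 0 lost, against 20 gained and 5 lost when adjusted over the list alone. The study chose this list, the list of genes lowered by LPS and the age-dependent lists on related samples, so these counts are not independent evidence of direction. The enrichment was not past the threshold without the second 14-month LPS, the first 24-month LPS or the first 24-month PBS library, each of which left 0 lists past it and 1 list at an unadjusted p under 0.05. It was also lost with assignment to gene bodies (2.34% of gained regions, Fisher's exact test, unadjusted p = 0.113, adjusted p = 1.0). Without both the second 14-month and second 24-month LPS libraries 0 lists passed, with 2 at an unadjusted p under 0.05. The list lowered by LPS had 18 tested regions, of which 0 were called and 0 passed when adjusted over the list alone, with 3 lost at an unadjusted p under 0.05.

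The inflammatory and signalling lists had few regions in the tested range. Of 33 tested regions near inflammatory NF-κB targets, 0 were gained and 1 was lost, against 8 gained and 2 lost when adjusted over the list alone. Of 12 near Toll-like receptor 4 signalling genes, 1 (Map3k8) was gained, against 5 gained when adjusted over the list alone, and of 31 near myeloid transcription factors, 2 (Cebpd and Smad3) were gained, against 7 gained and 5 lost. Iron handling genes had 1 gained region of 4 tested (Steap4), with 1 gained and 1 lost when adjusted over the list alone. No region was called near genes of the interferon response (3 tested), disease-associated microglia (16 tested) or phagocytosis and lysosomes (16 tested), where 1, 3 and 3 were gained and 0, 2 and 3 lost when adjusted over the list alone. Antigen presentation (6 tested) and lipid handling (11 tested) had 0 calls by either adjustment and 0 at an unadjusted p under 0.05, and immediate early genes (8 tested) had 0 calls by either adjustment and 1 gained at an unadjusted p under 0.05. For each of these lists the enrichment among gained regions had an adjusted p of 1.0.

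LPS-gained regions carried motifs of stress-responsive and inflammatory transcription factors. A match to the AP-1 consensus, bound by FOS and JUN proteins, was present in 37.5% of the 128 gained regions against 12.5% of regions tested and not called (log2 odds ratio 2.08, adjusted p = 2.3e-11, Fisher's exact test over 16 motifs). The STAT motif was present in 17.2 against 4.79% (log2 odds ratio 2.07, adjusted p = 2.9e-06), the C/EBP motif in 9.38 against 2.71% (1.94, adjusted p = 0.00153) and the cyclic AMP response element in 3.91 against 0.618% (adjusted p = 0.00591). The NF-κB motif was present in 3.13 against 5.60% (log2 odds ratio -0.72, adjusted p = 0.647), and its sign turned without the second 24-month LPS library (0.47, adjusted p = 0.155) and without both this and the second 14-month LPS library (0.60, adjusted p = 0.135). Without both of these the log2 odds ratio was 1.31 for STAT and 1.14 for C/EBP. For C/EBP it was 1.23 without the second 24-month LPS and 1.21 without the second 24-month PBS library. Lost regions carried the motif of PU.1, the lineage factor of macrophages, in 21.2 against 11.3% (log2 odds ratio 1.09, adjusted p = 0.0105) and the AP-1 motif in 3.79% (adjusted p = 0.0105). The motif of the insulator protein CTCF was rare in both sets, 0.781% of gained and 1.52% of lost regions against 8.16% (adjusted p = 0.00164 and 0.0147). The SP1 motif was present in 0% of gained and 3.03% of lost regions against 4.61% (Fisher's exact test, adjusted p = 0.0112 and 0.841). In the GC-stratified test its adjusted p in gained regions was 0.102. The PU.1 excess was not past the threshold without the first 24-month LPS library (adjusted p = 0.0732), with a stricter peak floor (0.146) or with lists of equal length (0.0816).

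**Figure D2:**
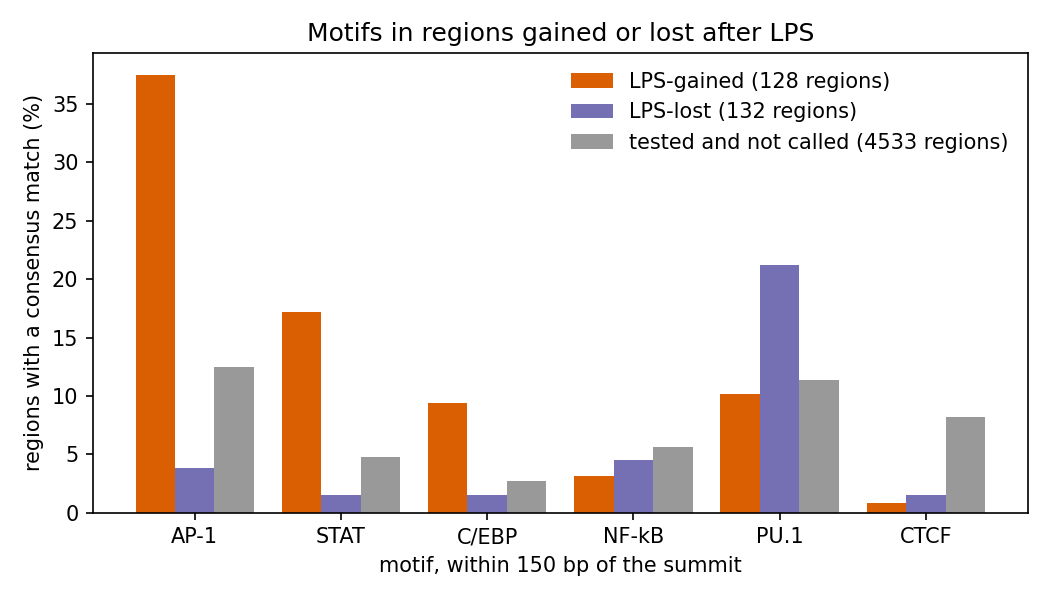
Share of regions with a consensus match within 150 bp of the peak summit (vertical axis, %, from 0) for 6 of the 16 motifs (horizontal axis), in 128 LPS-gained regions, 132 LPS-lost regions and 4533 regions tested and not called. AP-1 reaches 37.5% of gained regions, PU.1 21.2% of lost regions, and CTCF is below the 8.16% of uncalled regions in both.

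The share of promoters differed between the sets. Of LPS-gained regions 9.38% lay within 1 kb of a TSS, against 13.3% of tested regions that were not called (Fisher's exact test, p = 0.233). First introns held 21.1 against 16.9% of gained regions (Fisher's exact test, p = 0.233, adjusted p = 0.641), so that a preference for first introns was not resolved in this set. At 14 months, gained regions lay in first introns in 22.1 against 16.4% of cases (adjusted p = 0.00232) and at promoters in 10.3 against 15.6% (adjusted p = 0.000286 over 10 sets). The promoter deficit of gained regions over 12 libraries was past the threshold without the second 24-month LPS library (a difference of -6.40 percentage points, Fisher's exact p = 6.0e-05) or the second 24-month PBS library (-5.47, p = 0.0191). It was also past the threshold at equal list lengths (-7.96, p = 4.7e-08), with summit regions (-9.41, p = 0.00344), with calls that needed 50% of a region to be covered (-10.6, p = 0.00136) and without the second 14-month and second 24-month LPS libraries together (-5.44, p = 0.00600; Fisher's exact test for each). LPS-lost regions were at promoters in 4.55% of cases (Fisher's exact p = 0.00153, adjusted p = 0.00254). Regions lost at single ages went both ways. They were at promoters in 5.91 against 16.1% of cases at 3 months (adjusted p = 1.6e-14), 13.2 against 15.6% at 14 months (adjusted p = 0.0606) and 16.7 against 11.7% at 24 months (adjusted p = 2.5e-05). First introns held 19.7 against 14.9% of regions lost at 3 months (adjusted p = 0.0155) and 12.8 against 16.9% of those lost at 24 months (adjusted p = 0.00154). Gained regions at 3 and 24 months did not pass the adjustment for promoters (adjusted p = 0.269 and 0.422) or first introns (adjusted p = 0.0605 and 0.915).

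Within each age, regions called in both LPS libraries and neither PBS library numbered 2861 at 3 months, 1120 at 14 months and 286 at 24 months, and regions with the reverse pattern numbered 1253, 3270 and 2153. Most of the gained regions of aged mice, as called with both 24-month LPS libraries, were also gained in young mice. Of the 286 regions gained at 24 months, 211 were gained at 3 months, where 17.0 would be shared by independent sets (12.4 times, Fisher's exact test, p = 1.7e-194). Among regions variable at both ages, 211 of the 219 gained at 24 months were shared. This was 2.04 times the number of independent sets, close to the highest ratio that this background allows. Over all regions the ratio to independent sets was 4.65 without the first and 7.90 without the second 24-month LPS library. In both of these settings the shared regions were no longer most of those gained at 24 months. The ratio was 7.45 with summit regions. Between 3 and 14 months 888 gained regions were shared (66.4 in independent sets), and 128 were gained at all 3 ages. Among variable regions, 888 of the 893 gained at 14 months were shared with 3 months. This was 1.85 times the number of independent sets, again close to the highest ratio possible. Regions lost at 3 and 24 months overlapped at 244 (4.36 times, Fisher's exact test, p = 2.5e-87, and 1.68 times among variable regions).

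With 2 libraries against 2, an exact test within 1 age cannot go below p = 0.33. The sum of gained and lost regions over the 3 ages, 10943, was the highest of 27 combinations of splits (exact permutation p = 0.037, the smallest they allow), and the next highest was 9498. Counts moved by more than 1.5 times with single libraries, because a group then needs fewer calls. At 3 months, leaving out the second PBS library gave 4431 gained regions. Leaving out the first LPS or the first PBS library gave 2278 and 2837 lost regions. At 14 months, leaving out the second LPS or the second PBS library gave 2826 and 1824 gained regions. Leaving out the first LPS or the first PBS library gave 8480 and 6934 lost regions. At 24 months, leaving out the first LPS, second LPS, first PBS and second PBS library gave 1260, 1276, 455 and 718 gained regions, and leaving out the first 3 of these gave 3405, 5351 and 4590 lost regions. With the second 14-month and second 24-month LPS libraries both left out, 2834 and 1276 regions were gained at 14 and 24 months and 5351 were lost at 24 months. At equal list lengths 2018 regions were gained and 1811 lost at 14 months, which turned the larger loss into a larger gain, and 576 were gained and 731 lost at 24 months.

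**Figure D3:**
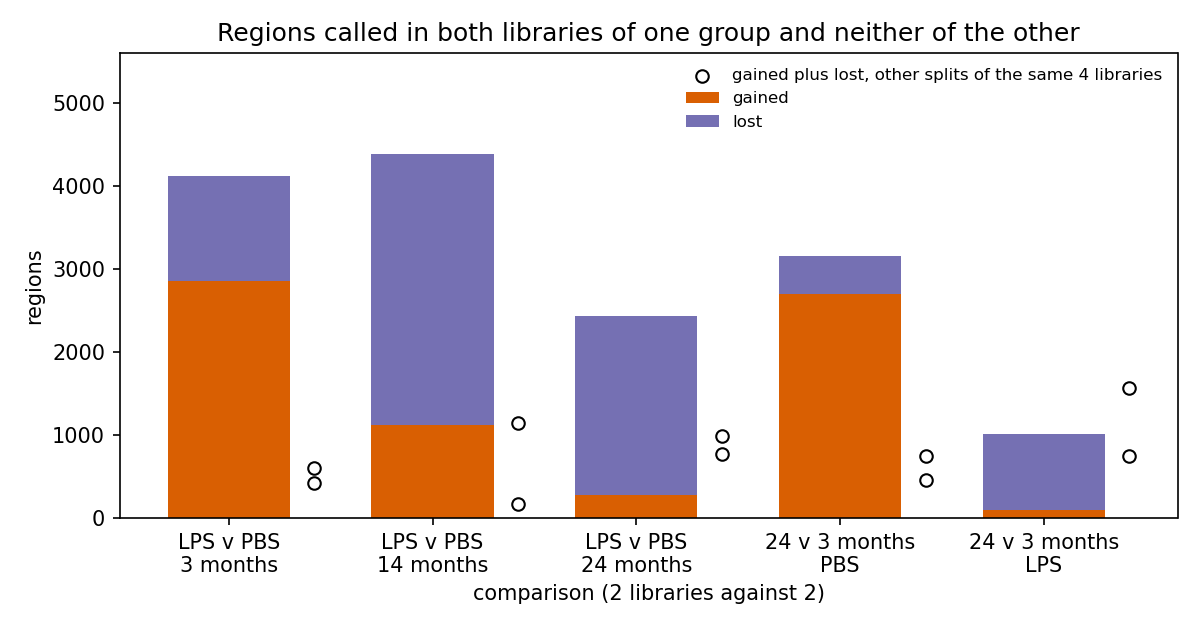
Regions (vertical axis, from 0) called in both libraries of the first group and neither of the second (gained, orange) or the reverse (lost, violet), stacked for 5 comparisons of 2 libraries with 2. Open circles show the same sum for the other splits of the same 4 libraries, which stay at or below 1147 in the LPS comparisons against real sums of 2439 or more, and reach 1571 against 1011 for ageing in LPS microglia.

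In young mice the regions gained after LPS lay near many inflammatory genes. Among the 2861 regions gained at 3 months, 41 lay nearest to 23 NF-κB target genes (adjusted p = 0.00403, Fisher's exact test). There were 3 regions each at Nfkb1, at Nfkbia and Nfkbiz, feedback regulators of NF-κB, at the chemokine gene Ccl4, at Cd83 and at Tlr2. Others lay at Cxcl10, Cxcl2, Il1a, Il1rn, Acod1 and Ptgs2, while 1 region each was lost at 3 months near Nfkb1 and Nfkbiz. These genes were named after their counts were seen. Regions nearest to genes raised by LPS in the study's RNA data numbered 87 at 3 months (adjusted p = 1.0e-06), 41 at 14 months (adjusted p = 0.00638) and 13 at 24 months (adjusted p = 0.00728). The AP-1 motif was present in 29.5 against 5.32% of gained regions at 3 months, 45.0 against 8.19% at 14 months and 27.3 against 10.9% at 24 months. The NF-κB motif was present in 7.34 against 4.84% at 3 months (adjusted p = 0.0180), in 7.59 against 5.39% at 14 months (unadjusted p = 0.0307, adjusted p = 0.0817) and in 3.15 against 6.15% at 24 months (unadjusted p = 0.0401, adjusted p = 0.107). NF-κB target genes were nearest to 19 of the regions gained at 14 months (unadjusted p = 0.0219, adjusted p = 0.127) and 1 at 24 months (adjusted p = 1.0). The difference between ages was not tested. Of the 1253 regions lost at 3 months, 18 lay nearest to 8 homeostatic genes (adjusted p = 0.0246), with 4 each at Rhob and Sall1, the transcription factor of microglial identity, 3 at Tmem119 and 1 each at Cx3cr1 and P2ry12, and 9.98 against 6.38% carried the MAF recognition site (adjusted p = 0.0123). Homeostatic genes were nearest to 23 of the regions lost at 14 months (adjusted p = 0.597) and 9 at 24 months (adjusted p = 0.691). They were also nearest to 8 of the regions gained at 3 months, 4 of them at Fcrls (adjusted p = 1.0), 4 at 14 months (adjusted p = 1.0) and 3 at 24 months (unadjusted p = 0.0214, adjusted p = 0.157). Phagocytosis genes were nearest to 8 of the regions gained at 14 months (0.714 against 0% of background regions, adjusted p = 0.0215), with 2 each at Itgam and Tfeb. They were also nearest to 12 of the regions lost at 14 months (0.367 against the same 0%, unadjusted p = 0.0241, adjusted p = 0.177), so the excess rests on a background without such regions.

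From 3 to 24 months, PBS microglia gained many more regions than they lost. In PBS mice 2698 regions were called in both 24-month and neither 3-month library and 464 showed the reverse, while the other splits of these 4 libraries gave sums of at most 746. Age-gained regions were rich in the AP-1 motif (17.1 against 6.38% of regions called in another 2 of the 4 libraries, log2 odds ratio 1.59, adjusted p = 4.6e-20, Fisher's exact test). The log2 odds ratio was 0.79 without the first and 0.67 without the second 24-month PBS library (adjusted p = 2.3e-14 and 2.4e-08). They were also richer in the motifs of C/EBP (3.82 against 1.24%, adjusted p = 1.6e-05), NF-κB (8.19 against 4.81%, adjusted p = 0.000381), the interferon-stimulated response element (6.38 against 4.14%, adjusted p = 0.0148) and SP1 (7.60 against 3.15%, adjusted p = 1.3e-07), and poorer in CTCF (6.30 against 13.3%, adjusted p = 1.5e-11). They lay within 1 kb of a TSS in 21.7 against 11.3% of cases (Fisher's exact p = 9.6e-16), whereas age-lost regions did so in 5.39% (p = 0.00019) and had no motif past the adjusted threshold. With summit regions the promoter share of age-gained regions was 0.517 percentage points above its background (Fisher's exact p = 0.710), and without the first 24-month PBS library it was 1.24 points above (p = 0.147).

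The excess of gained over lost regions moved with the length of the lists, which was greatest at 24 months. The ratio of gained to lost regions was 5.81, and another split of these libraries had a ratio of 7.38. With lists of equal length 1309 regions were gained and 894 lost. Leaving out the second 3-month or the first 24-month PBS library gave 4765 and 5145 gained regions. Leaving out the first 3-month, second 3-month, first 24-month and second 24-month PBS library gave 1413, 762, 746 and 1279 lost regions.

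The counts to and from 14 months moved with single libraries. In PBS mice 628 regions were gained and 270 lost from 3 to 14 months, where another split gave a sum of 1504, and at equal list lengths 436 were gained and 398 lost. The direction turned without the second 14-month PBS library (936 gained, 1513 lost) or the first 3-month PBS library (959 gained, 1197 lost). Without the first 14-month or second 3-month PBS library 3122 and 2030 were gained and 432 and 572 lost. From 14 to 24 months in PBS mice 1637 were gained and 373 lost, and at equal list lengths 960 and 624. Without the first 24-month, second 24-month, first 14-month or second 14-month PBS library 3639, 2494, 1886 and 4273 were gained and 650, 1235, 1792 and 620 lost.

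In LPS microglia 101 regions were gained and 910 lost from 3 to 24 months, another split of these libraries gave a sum of 1571, and at equal list lengths 248 were gained and 289 lost. Without the first 24-month, second 24-month, first 3-month or second 3-month LPS library 1455, 782, 412 and 319 were gained and 2243, 3381, 1841 and 2325 lost. From 3 to 14 months 45 regions were gained and 2388 lost in LPS microglia, while the other splits gave sums of at most 817. At equal list lengths 518 regions were gained and 690 lost (other splits at most 524). Without the second 14-month LPS library, which has the shortest list, 943 were gained and 2490 lost, and without the first 14-month, first 3-month or second 3-month LPS library 8238, 3694 and 4573 were lost and 70, 124 and 180 gained. From 14 to 24 months 1079 were gained and 176 lost in LPS microglia, where another split gave a sum of 1809, and at equal list lengths 628 were gained and 541 lost. The direction turned without the second 14-month LPS library (1134 gained, 1578 lost). Without the first 24-month, second 24-month or first 14-month LPS library 4207, 2290 and 5177 were gained and 832, 579 and 225 lost. Over both treatments, the sum of regions gained and lost from 3 to 24 months was 4173, and 2 of 9 combinations of splits gave as many (exact permutation p = 0.222, highest other 4733).

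Few regions changed with age in both treatments. Of the 8 libraries of 3 and 24 months, 18 regions were called in all 4 old and no young library and 24 in all 4 young and no old library. The gained regions included the promoter of Rxrg, a retinoid X receptor (chromosome 1, 167617991 to 167618730, 41.0 ± 26.3 percentile of peak area, SD, n = 4), that of Clec12a, an inhibitory lectin of myeloid cells (chromosome 6, 129349935 to 129350322), and that of Plcl2 (chromosome 17, 50509449 to 50510092). Others lay 1.48 kb from Bsx, a homeobox gene, and in an intron near Scpep1, a carboxypeptidase (chromosome 11, 88950155 to 88950657). The lost regions included introns near Trp53i11, a gene induced by p53 (chromosome 2, 93198942 to 93199164), and near Cxcr5, a chemokine receptor (chromosome 9, 44540749 to 44541013), and an intergenic region near Scarf2, a scavenger receptor (chromosome 16, 17812218 to 17812425). Of the 35 splits of these libraries into 4 and 4, 15 gave at least as many regions as the 42 of the real one. Gained regions numbered 44, 51, 41, 103 and 166 without the first 3-month LPS, second 3-month LPS, second 3-month PBS, first 24-month LPS and second 24-month LPS library. Lost regions numbered 39, 58, 58, 37, 79, 39 and 70 without the first 3-month LPS, second 3-month LPS, first 3-month PBS, second 3-month PBS, second 24-month LPS, first 24-month PBS and second 24-month PBS library.

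Regions gained with age overlapped those gained after LPS. Of the 2698 regions gained from 3 to 24 months in PBS mice, 301 were among the 1120 gained after LPS at 14 months, a comparison that shares no library with the first, where independent sets would share 62.6 (4.81 times, Fisher's exact test, p = 1.2e-121). Among regions variable in both comparisons, 301 of the 329 gained after LPS were shared. The ratio was 1.57 there, where it cannot rise much higher. Without the second 3-month PBS library the ratio over all regions was 3.10. The directions matched, since age-lost regions were found among LPS-lost regions of 14 months 115 times (3.66 times the number of independent sets) and among LPS-gained regions 4 times (0.371 times), and age-gained regions among LPS-lost regions 141 times (0.771 times, Fisher's exact test, p = 0.000795). Among variable regions the first 2 of these ratios were 1.99 and 0.0975. With LPS-gained regions of 3 months, which share the young PBS libraries with the ageing comparison, 1148 regions overlapped, against 160 for independent sets and 206 ± 15.0 (SD over 200 draws) in simulated unchanged groups with shared controls. As a ratio to independent sets this overlap was 7.18, against 19.3 ± 1.05 in the simulated groups, whose sets were smaller. Sets of the real size cannot reach 19.3, so the ratios cannot be compared, and neither can the numbers shared. The excess over independent sets may come from the shared libraries, which the simulation does not decide.

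Promoters of the age-dependent genes that the study named ADEM genes were mostly already open at 3 months. A peak within 1 kb of a TSS was present for 58.7, 60.6 and 63.5% of the genes that rise with age (P-ADEM) at 3, 14 and 24 months over both treatments, a slope of 0.228 percentage points per month (exact permutation test, p = 0.097, adjusted p = 0.427 over 22 lists). In PBS libraries alone, a comparison added after seeing the data, the share was 54.8, 61.5 and 64.4% (slope 0.460, exact permutation p = 0.0222, the smallest it allows, adjusted p = 0.0815), and with lists of equal length the slope was 0.501 (exact permutation p = 0.0444, adjusted p = 0.196). In the same libraries as deposited, promoter peaks of astrocyte and endothelial markers had slopes of 0.959 and 0.865. The rise was not particular to P-ADEM genes, since the interferon response (0.890), inflammatory NF-κB targets (0.491) and the genes lowered (0.432) and raised (0.291) by LPS had slopes with the same p in PBS lists as deposited (exact permutation p = 0.0222, adjusted p = 0.0815 each). In LPS libraries alone it was 62.5, 59.6 and 62.5% (slope -0.00436, exact permutation p = 1.0), and the difference between the slopes was not past the threshold (exact permutation p = 0.0556). The slope was past the threshold without the second 3-month LPS library (0.303, exact permutation p = 0.0444) or the second 14-month LPS library (0.231, p = 0.0278), and without the second 14-month and second 24-month LPS libraries together (0.292, p = 0.0167). For the genes that fall with age (N-ADEM) the share was 100% in every library, so that a slope of presence could not be seen. Of 19 tested regions near P-ADEM genes 0 were called after LPS, against 5 gained and 1 lost when adjusted over the list alone, and of 11 near N-ADEM genes 1 (Fcrls) was gained, against 3 gained and 4 lost. At 3 months 24 LPS-gained regions lay nearest to P-ADEM genes (0.839 against 0% of background regions, adjusted p = 0.00597, Fisher's exact test), among them 3 at Spp1, which encodes osteopontin. No list was enriched in age-gained regions, where the genes raised by LPS were nearest to 47 (adjusted p = 0.0624) and P-ADEM genes to 22 (unadjusted p = 0.0487, adjusted p = 0.535), or in age-lost regions.

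Of the genes taken beforehand from the study's browser views and charts, none had a region called over the 12 libraries. At an unadjusted p under 0.05 LPS-gained regions lay near Aff1 (3 regions), Il1rn, which encodes the antagonist of the interleukin 1 receptor, Bach1, Map2k3os and Spp1 (1 region each), and a lost region near Irf8, a transcription factor of the myeloid lineage. Regions gained after LPS at 3 months lay near Aff1 and Spp1 (3 each), Bach1 and Fth1 (2 each). Il1rn, Map2k3os, Cd74, Cst7 and Mef2c had 1 each at that age, and Vmp1 had 0. Regions lost at 3 months lay near Aff1 and Irf8 (1 each). Promoters of Cebpb, Spi1, which encodes PU.1, Junb and Irf1 were called in all 12 libraries, and none of their regions was in the tested range. The promoter of Spp1 was called in 7 libraries and that of Axl, a receptor of apoptotic cells, in 1. From 3 to 24 months in PBS, regions were gained near Bach1 (2), Cd74, Spp1, Fth1 and Mef2c (1 each) and lost near Mef2c and Aff1 (1 each).

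Most markers of other cell types had no promoter peak. Promoter peaks were present on average for 0% of neuronal, 5.88% of lymphocyte, 8.33% of granulocyte and 31.3% of oligodendrocyte marker genes. They were present for 2.50, 7.50 and 15.0% of 10 astrocyte markers (exact permutation p of the slope = 0.0333, adjusted p = 0.367) and 13.6, 18.2 and 25.0% of 11 endothelial markers (p = 0.00741, adjusted p = 0.163) at 3, 14 and 24 months, increases that did not pass the adjustment but ran along with the ageing comparisons. In lists this short, such increases rest on few genes. In PBS libraries alone, a comparison added after seeing the data, the slope was 0.959 percentage points per month for astrocyte markers (exact permutation p = 0.0333, adjusted p = 0.105) and 0.865 for endothelial markers (exact permutation p = 0.0222, adjusted p = 0.0815). At equal list lengths these libraries had 0% of astrocyte and 9.09% of endothelial markers at every age, too few peaks for a slope to be seen. Monocyte and macrophage markers had 10.7% in LPS and 19.05% in PBS libraries (adjusted p = 0.153). The 22 homeostatic genes had 90.9% in LPS against 95.5% in PBS libraries (exact permutation p = 0.00926, adjusted p = 0.153), a difference in the calls of a single gene per library. The 48 inflammatory genes had 84.4 against 75.0% (exact permutation p = 0.0278, adjusted p = 0.153). Of the tested regions near granulocyte (2), monocyte and macrophage (2), lymphocyte (1), astrocyte (5) and oligodendrocyte (3) markers, 0 were called and 0 passed when adjusted over the list alone or at an unadjusted p under 0.05. The region near Cdh5 was the 1 lost of 2 tested endothelial regions by either adjustment, and 1 neuronal region of 1 tested was lost when adjusted over the list alone and 0 over all tested.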

Values the study reported

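The study reported 44,353 peaks in LPS-administered microglia. It reported 2,382 differentially accessible peaks between LPS and PBS microglia at 3 months of age, and 592 between 24-month-old and 3-month-old microglia. It also reported 50 transcription factors with enrichment in the accessible peaks of ADEM genes over the 3 ages.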

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

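The weight given to a missing partner in the test of a swapped label was chosen after the score was seen, while the other tests were written before the value each measures was seen, though after the overlaps of the lists and the counts of gained and lost regions were known.

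The LPS score, the percentage of LPS-gained regions that a library called minus that of LPS-lost regions, with the regions chosen without that library, was -17.8 for the second 24-month LPS library, far from the other LPS libraries. It was 72.3 to 85.7 in the other 5 LPS libraries and -90.5 to -40.8 in the PBS libraries. A swap with a PBS library would need a PBS library among the LPS scores, and none lay above -40.8, which argues against a swap within the series. The score alone did not exclude it, since it lay above the highest PBS library by less than the range of the 6 PBS libraries (49.7), the bound set beforehand. With lists of equal length the score was -12.1, against 71.3 or more in the other LPS libraries, so list length is unlikely to be the cause, while a single wrong label, a swap with an outside sample, a mix of cells of both treatments and a weaker response in that pool stay open and untested.

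The second 14-month LPS library covered 12.04 Mb, far below the other LPS libraries, and it had the fewest peaks. Out of 10 such comparisons of a library with the others of its treatment (5 measures in 2 treatments), this covered length and the score above were singled out, where chance singles out about 1 in 20.

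Measures whose change went in opposite directions in the groups were peak number, covered length, peak width and the LPS score. Peak number was higher at 24 than at 3 months in every PBS library and lower in every LPS library, a contrast of 6233 peaks. Its exact permutation p of 0.0556 is the smallest that the 36 arrangements allow, so the test could not pass the threshold. The 6233 peaks are also the contrast of LPS minus PBS between 3 and 24 months. LPS minus PBS differed between 3 and 24 months by 4.87 Mb in covered length and by 35.5 bp in median peak width, with every library on the side of its group, and neither difference was tested. The LPS score changed from 3 to 24 months by 79.5 percentage points more in PBS than in LPS libraries, also without a test, and much of it comes from the library described above.

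The chance that other groupings give the same counts was assessed by splits. Of 100 splits of the 12 libraries into 6 and 6, 1 (the real one) gave as many as 260 regions present on all of one side and none of the other, and the highest other gave 18, so chance can be excluded for the LPS calls. Of the 35 splits of the 8 libraries of 3 and 24 months, 15 gave at least as many regions as the real 42, and the highest, 455, was the split by treatment, so chance cannot be excluded for regions that change with age in both treatments.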

How the results depend on the processing

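The omission of both doubtful LPS libraries (the second at 14 and at 24 months), the variable background, the P-ADEM slope within each treatment and every alternative for the AP-1, STAT, C/EBP and PU.1 motifs and the homeostatic list were chosen after seeing the data. Over all results 524 alternatives were run, of which 428 kept the direction and the side of the threshold, 64 moved a count or value, 12 lost and 13 gained a call and 7 turned a sign. The treatment share of dissimilarity (27.2 to 40.2%), the AP-1, STAT and C/EBP motifs of LPS-gained regions (log2 odds 1.82 to 2.56, 1.31 to 2.37 and 1.14 to 2.12), the AP-1 motif of age-gained regions (0.67 to 1.70) and both overlaps (2.04 to 13.2 times at 3 and 24 months, 1.57 to 5.04 times for age and LPS) kept their call under all settings run, leave-one-out settings included. The ratios of 2.04 and 1.57 come from the background of variable regions, where they cannot rise much higher. Depth limits all counts, because the lists do not show what lay just below the threshold.

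With equal list lengths LPS-gained and LPS-lost regions over 12 libraries numbered 790 and 482, at 14 months 2018 and 1811, at 24 months 576 and 731, and from 3 to 24 months in PBS 1309 and 894, and the promoter share of LPS-gained regions was -7.96 points. Equal lengths remove the peaks of smallest area from the longer lists, which shows part of the cause for the counts at single ages and with age. For the 790 and 482, and the promoter share of the former, the adjustment also admitted incomplete separations. What each contributed was not tested. Summit regions gave 565 gained at 24 months, 971 lost with age in PBS, 42 lost with age in both treatments, and promoter differences of -9.41 points for LPS-gained and 0.517 for age-gained regions. Coverage of 50% gave 45 gained with age in both treatments and a promoter difference of -10.6 points. Without the filter 0 LPS regions were called in either direction (Fisher's exact test, 515 and 706 at an unadjusted p under 0.05), since all 48244 regions then enter the adjustment. Assignment to gene bodies left 0 lists (0 at an unadjusted p under 0.05). The P-ADEM slope was 0.460 in PBS libraries alone (0.501 with lists of equal length) and -0.00436 in LPS libraries alone (-0.00145). For the remaining changes the cause was not tested.

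Without both doubtful libraries the age share was 21.6%, 0 LPS regions were called in either direction (357 and 1253 at an unadjusted p under 0.05), 2834 were gained at 14 months, 1276 gained and 5351 lost at 24 months, 166 gained and 79 lost with age in both treatments, the promoter difference was -5.44 points, the NF-κB log2 odds turned to 0.60, 0 lists passed (2 at an unadjusted p under 0.05) and the P-ADEM slope was 0.292. With fewer libraries per group a complete separation needs fewer calls and gives a larger p.

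Same-numbered libraries did not pair. Over 15 pairs of groups the correlation of their deviations ran from -0.12 to 0.128, and 1 was above 0.1. With the replicate number as a block, 0 gained and 0 lost regions were called (128 and 132 at an unadjusted p under 0.05), since 6 pairs cannot give a p below 0.0313, and the 4 other results with a blocked value kept their call.

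Leaving out 1 library gave these ranges, and the report names the libraries behind them. LPS-gained and LPS-lost regions over 12 libraries ran from 128 to 537 and 132 to 1246, where the highest counts include incomplete separations. They ran at 3 months from 2861 to 4431 and 1253 to 2837, at 14 months from 1120 to 2826 and 3270 to 8480, and at 24 months from 286 to 1276 and 2153 to 5351. Regions gained and lost with age ran from 2698 to 5145 and 464 to 1413 in PBS, and 18 to 166 and 24 to 79 in both treatments. The slope of peak number ran from -39.1 (without the first 3-month PBS library) to 71.2, and was -9.35 and -38.9 without the second 24-month LPS and PBS libraries. The age share ran from 16.0 to 22.0%, the promoter difference from -6.40 to -4.18 points for LPS-gained and 1.24 to 14.1 for age-gained regions, the NF-κB log2 odds from -1.01 to 0.47 (without the second 24-month LPS library), lists from 0 to 1 and the P-ADEM slope from 0.160 to 0.303. The overlap at 3 and 24 months ran from 4.65 to 12.4 times and that of age and LPS from 3.10 to 5.04. The PU.1 log2 odds ran from 0.71 to 1.25 and those of the homeostatic list from 2.36 to 3.40. Under the settings that did not leave out a single library, the PU.1 log2 odds ran from 0.46 to 1.08, against 1.09 in the lists as deposited.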

Other observations

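The test of list length and 1 library together was chosen after the counts were seen; the test of list length alone and those of 1 library and of peaks near the threshold were written before their values were seen, though after the counts of gained and lost regions were known.

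Untreated aged microglia called more of the regions that LPS opens. With the regions chosen without the library tested, the 24-month PBS libraries called 18.99 and 44.3% of LPS-gained regions, against 0 to 5.19% in the 4 younger PBS libraries. With lists of equal length the shares were 14.7 and 18.9%, against 2.61 to 4.40%. The difference between ages was not tested beyond these values, and it goes with the overlap of age-gained regions and the regions gained after LPS at 14 months described in the report.

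Some LPS responses of single ages were not described above. At 3 months 10 gained and 5 lost regions lay nearest to phagocytosis genes. Of the gained, 2 were at the integrin gene Itgb2, 1 at the complement gene C3 and 1 each at the scavenger receptor genes Cd36, Msr1 and Marco. Of the lost, 1 each was near C1qa and C1qc, which encode the recognition part of complement, and near Gas6, Hexa and Tfeb. Toll-like receptor 4 signalling genes were nearest to 12 regions gained at 3 months and 7 at 14 months, with 3 and 2 at Map3k8 and 2 and 1 at Ikbke, a kinase of the interferon arm. They were also nearest to 2 regions lost at 3 months, at Tlr4 and Mapk14, and 2 lost at 14 months. These genes were named after their counts were seen, and neither list was enriched at 3 months (Fisher's exact test, adjusted p = 1.0 for phagocytosis and 0.244 for Toll-like receptor 4 signalling), nor was the signalling list at 14 months (adjusted p = 0.394).

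The excess of regions gained over regions lost from 3 to 24 months in PBS microglia may come from list length. The ratio of gained to lost regions was 5.81, which was already inside the range of the other splits of the same libraries (up to 7.38), so the excess did not stand out from them. At equal list lengths it fell to 1.46, and the other splits reached 1.56. Whether weak peaks near the calling threshold add to it cannot be told apart, since the ratio was 5.70 under a stricter floor but another split reached 8.11, and the floor removed only 6.97 to 12.03% of the peaks of a library. Longer lists in aged mice may themselves reflect biology, deeper sequencing or a better signal, which these files do not separate.

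Fewer regions were gained after LPS at 24 than at 3 months, 286 against 2861, and neither list length nor 1 library accounts for this alone. The first 24-month LPS library, taken on its own against the PBS libraries of its age, held 1273 such regions, against 4109 or more for each 3-month library. With lists of equal length the count at 3 months was 3.32 times that at 24 months. With both together the ratio was 1.26 (2483 against 1972 regions), but the second 24-month LPS library on its own held 1702 regions, also within 1.5 times of the 2483, and both libraries held similar numbers in the lists as deposited (1273 and 1259). The smaller count may therefore reflect list length and a poor match between the 24-month LPS libraries, with neither of them singled out. The counting rule may lower it too. Of the 2861 regions gained at 3 months, 1148 were also gained with age in PBS microglia. A region called in both 24-month PBS libraries cannot count as gained after LPS at that age. What this contributes was not tested. A weaker response of aged microglia stays open and was not tested apart from these.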
